# CAR requires Gadd45β to promote phenobarbital-induced mouse liver tumors in early stage

**DOI:** 10.3389/fonc.2023.1217847

**Published:** 2023-09-07

**Authors:** Takeshi Hori, Kosuke Yokobori, Rick Moore, Masahiko Negishi, Tatsuya Sueyoshi

**Keywords:** phenobarbital, chemical carcinogenesis, growth arrest and DNA-damageinducible 45 beta, TGFbeta signaling, irisin

## Abstract

Phenobarbital (PB) is an archetypal substance used as a mouse hepatocellular carcinoma (HCC) promotor in established experimental protocols. Our previous results showed CAR is the essential factor for PB induced HCC promotion. Subsequent studies suggested Gadd45β, which is induced by PB through CAR activation, is collaborating with CAR to repress TNF-α induced cell death. Here, we used Gadd45β null mice (Gadd45β KO) treated with N-diethylnitrosamine (DEN) at 5 weeks of age and kept the mice with PB supplemented drinking water from 7 to 57 weeks old. Compared with wild type mice, Gadd45β KO mice developed no HCC in the PB treated group. Increases in liver weight were more prominent in wild type mice than KO mice. Microarray analysis of mRNA derived from mouse livers found multiple genes specifically up or down regulated in wild type mice but not null mice in DEN + PB groups. Further qPCR analysis confirmed two genes, Tgfbr2 and irisin/Fndc5, were up-regulated in PB treated wild type mice but no significant increase was observed in Gadd45β KO mice. We focused on these two genes because previous reports showed that hepatic Irisin/Fndc5 expression was significantly higher in HCC patients and that irisin binds to TGF-β receptor complex that includes TGFBR2 subunit. Our results revealed irisin peptide in cell culture media increased the growth rate of mouse hepatocyte-derived AML12 cells. Microarray analysis revealed that irisin-regulated genes in AML12 cells showed a significant association with the genes in the TGF-β pathway. Expression of irisin/Fndc5 and Tgfbr2 induced growth of human HCC cell line HepG2. Thus, Gadd45β plays an indispensable role in mouse HCC development regulating the irisin/Fndc5 and Tgfbr2 genes.

## Introduction

According to current information from the American Cancer Society, liver cancer is a common neoplasm with more than 80000 diagnoses and causing more than 70000 deaths each year worldwide (1). It is one of the most common cancers and the third leading cause of cancer-related death in 2020 (2). Hepatocellular carcinoma (HCC) is the most frequent histologic type of liver cancer (3). Many rodent model systems were developed for studying HCC mechanisms and testing drug candidates. Among them, a two stage chemically induced HCC that employs N-diethylnitrosamine (DEN) as the genotoxic initiator and phenobarbital (PB) as the non genotoxic promoter has been used in numerous studies as an archetypal system (4).

PB is a barbiturate anticonvulsant and activates constitutive active/androstane receptor (CAR, NR1i3) (5). CAR, originally cloned as a homologue of orphan nuclear receptors, was found to be a transcription factor that activates drug/chemical metabolizing enzymes in the liver for detoxification in late ‘90 (6). Our group has revealed that CAR is an essential factor for liver tumor promotion by PB in the two stage experimental system (7). Although a substantial number of publications about molecular mechanisms about PB tumor promotion mediated by CAR were published since then, the details of that were poorly understood (8–16). One such study found that the expression of growth arrest and DNA-damage inducible 45 beta (Gadd45β), a molecule known to be involved in cell stress responses, was strongly induced in a CAR dependent manner by PB (13). Gadd45β, a member of Gadd45 family comprised of α, β, and γ, is induced by stress signals and mediates various protein interplay among protein factors that causes a wide variety of cellular responses including DNA repair, cell cycle control, senescence, and apoptosis (17, 18). For example, Gadd45β mediates its anti-apoptotic effect by promoting degradation of p53 *via* Src/PP2A/MDM2 pathway following arsenite treatment (19). Moreover, Gadd45β downregulates pro apoptotic JNK signaling by interacting with MAPK kinase 7 (MKK7) (20). In addition to the anti-tumorigenesis functions of Gadd45β, it also has pro-apoptotic activities suggesting that Gadd45β functions are contingent on the context of cell circumstances and interplay with other factors (17, 18, 21).

Among the three GADD45 molecules, only Gadd45β was strongly induced by PB, in a CAR dependent manner. Provocatively, Gadd45β protein interacts with CAR and serves as a scaffold protein for regulating the activity of mitogen-activated protein kinase (MAPK). Our recent results suggested that the CAR-Gadd45β complex reduces p38 MAPK phosphorylation and acts as a tumor suppressor (22). Moreover, p38 MAPK activation in mouse liver dramatically reduced tumor development (23) thus suggesting p38 MAPK activity mitigation by CAR-Gadd45β complex may be causing the observed HCC development. Furthermore, CAR-Gadd45β complex was found to suppress phosphorylation of JNK1 by MAPK kinase 7 (MKK7) and repress TNFα induced cell death. (13). Fittingly, in the absence of PB, hepatocyte-specific knock-out (KO) of either p38 MAPK or JNK1 signaling promotes DEN-initiated HCC in mice (24, 25). In other words, suppressing these kinase activities by PB or gene knockout may promote DEN-induced HCC in a similar mechanism. Thus, we hypothesized that MAPK suppression by CAR-Gadd45β complex is responsible for PB-induced HCC promotion. In a previous report, as a first step for evaluating Gadd45β in HCC development, we analyzed Gadd45β KO mice with short term treatment with PB for hepatocyte growth. Gadd45β KO mice treated with PB for 48 hr showed suppressed BrdUrd intake into hepatocytes (22). Consistent with our findings, Tian et al. showed that potent CAR activator 1,4-bis[2-(3,5-dichloropyridyloxy)]benzene (TCPOBOP), induced liver growth and that Gadd45β slowed this growth (26).

Our new finding through a cancer patient database analysis which suggests low survival rates associated with low *GADD45β* expression levels in the liver further prompted us to focus on Gadd45β. Although nongenotoxic chemicals including PB have been well established to activate CAR and eventually induce HCC in rodents, the same mode of action involving nongenotoxic chemicals and CAR was not observed in human HCC. However molecular pathways found in HCC development in rodents may partially overlap with that of humans despite CAR activation may not be involved. Hence, in this report, we compared tumorigenesis in WT and Gadd45β null mice from a C57BL/6J background for analyzing roles of Gadd45β in HCC development. Mice were treated with DEN at 5 weeks old and PB was administered from 7 weeks to 57 weeks of age. Obtained results showed the disappearance of PB-induced adenoma in Gadd45β null mice. HCC was observed in only WT mice; thus, these results suggest that Gadd45β plays critical roles in PB-induced tumor promotion. Among numerous PB-modulated liver genes differentially affected by the Gadd45β null mutation in microarray analysis, we focused on two genes, *Tgfbr2* and Irisin/*Fndc5*, for this report. Both genes were induced by PB in wild type but not in Gadd45β null mouse liver. Irisin, a peptide produced by the cleavage of Fndc5 protein, was originally found as a myokine induced by physical exercise (27) and now this peptide is known to be expressed in multiple organs including the liver (28). Interestingly, a recent report showed increased irisin expression in HCC patients. These genes were found to be involved in the regulation of cell growth and *TGFBR2* expression levels showed a strong association with the survival of liver cancer patients. Further studies about the genes affected by Gadd45β including *Tgfbr2* and *Fndc5* and their roles in the MAPK activity modulation by Gadd45β will contribute to mechanistic understandings of CAR-dependent HCC promotion in mice.

## Materials and methods

### Materials

Phenobarbital sodium salt, 1,4-bis[2-(3,5-dichloropyridyloxy)]benzene (TCPOBOP), anisomycin, and DEN were purchased from Sigma-Aldrich (St. Louis, MO, USA). Fugene 6 from Promega (Ann Arbor, MI) and Lipofectamine 3000 from Life Technologies (Grand Island, NY, USA) were used for cell transfection of plasmid DNA; TaqMan Gene Expression Assays (Thermo Fisher, Waltham, MA) for gene expression analyses used in this study were as follows: Akr1b7, Mm00477605_m1; Casp1, Mm00438023_m1; Cdh1, Mm01247357_m1; Cyp2b9, Mm00657910_m1; Cyp2b10, Mm00456591_m1; Cyp2b13, Mm00771172_g1; Gadd45β, Mm00435123_m1; Fndc5, Mm01181543_m1; Krt19, Mm00491980_m1; Nedd9, Mm01324843_m1; Sult1e1, Mm00499178_m1; Tgfbr2, Mm03024091_m1; and Mouse GAPDH Endogenous Control. Irisin peptide was a product of Raybiotech (Peachtree Corners, GA, USA). Expression plasmid for FNDC5/Irisin was constructed by amplifying cDNA fragment using mouse liver cDNA and cloned into pcDNA3.1 V5-His TOPO (Thermo Fisher). Human TGFBR2 expression vector (pCMV5B-TGFbeta receptor II) was a gift from Joan Massague and Jeff Wrana (Addgene plasmid #11766) (29),

### Animals and drug treatments

C57BL/6J (Catalog# JAX 000664) and Gadd45β KO (B6;129S6-Gadd45βtm1Flv/J) (Catalog# JAX 013101) were obtained from Jackson Laboratories (Bar Harbor, ME, USA) and were maintained at the National Institute of Environmental Health Sciences (NIEHS, USA). Mice received a single i.p. treatment with DEN (90mg/kg body weight) at 5 weeks of age as in previous reports (7, 30, 31). Two weeks after the DEN treatment, mice were placed on PB (0.5 g/l) *via* drinking water or normal water as a control for 50 weeks. The water bottle with or without PB was changed every week. Based on 5 ml water consumption per mouse for one day, we expected 0.875 g of PB/mouse for the study. At the end of the 50-week period, mice were euthanized by CO_2_ and livers were excised for mRNA analyses. Histopathological evaluation of livers for tumor induction in Gadd45β KO mice and wild-type (WT) C57BL/6J mice was performed to see changes in hepatocytes including hypertrophy, foci and tumors. All animal procedures were approved by the Animal Care and Use Committee at NIEHS, NIH, and performed humanely in accordance with Public Health Service Policy.

### Cell cultures and transient transfection

HepG2 (human hepatocellular carcinoma cell line) and AML12 (mouse hepatocyte cell line) were obtained from the American Type Culture Collection (ATCC). HepG2 and AML12 cells were cultured in Eagle’s minimum essential media and DMEM/F12 media, respectively, supplemented with 10% fetal bovine serum (FBS) and penicillin/streptomycin at 37°C with 5% CO_2_. HepG2 cells were transfected by Fndc5/Irisin and Tgfbr2 expression plasmids using Fugene 6 reagent according to the manufacturer’s instructions. FNDC5/Irisin and Tgfbr2 protein expressions were detected by western blotting analyses using 10% SDS page gels employing anti V5 tag antibody (Thermo Fisher) and anti Tgfbr2 monoclonal antibody (Santa Cruz Biotechnology), respectively. AML12 cells in 96 well plates (seeded 5000 cells per well) were treated with irisin (1 μg/ml or 2 μg/ml) at 24 hr. Seventy-two hr after transfection (HepG2) or irisin treatment (AML12), cell viability was determined using Cell Counting Kit-8 (Dojindo).

### Gene arrays

All tissue samples for gene expression analysis were obtained from non-tumorous regions of liver tissues. RNAs were purified from mouse livers using Trizol reagent (Thermo Fisher Scientific) and the RNeasy mini kit (QIAGEN, Valencia, CA, USA). Gene expression analysis was conducted using Agilent Whole Mouse Genome 4 × 44 multiplex format oligo arrays (014868) (Agilent Technologies, Palo Alto, CA, USA) following the Agilent 1-color microarray-based gene expression analysis protocol. Cy3 labeled cRNA was produced following the manufacturer’s protocol. Cy3 labeled cRNAs were fragmented and hybridized for 17 h in a rotating hybridization oven. Slides were scanned with an Agilent Scanner. Data were obtained using the Agilent Feature Extraction software (v12). The Agilent Feature Extraction Software performed error modeling, adjusting for additive and multiplicative noise. Genes were considered differentially expressed if they showed a fold-change of at least 1.5 with *p*-value < 0.05 tested by an ANOVA and Benjamini-Hochberg multiple test correction performed using OmicSoft Array Studio (Version 10) software. Ingenuity Pathway Analysis software (IPA, Qiagen) was utilized to search the canonical pathway, toxicity function, or upstream regulator. The pathways with Z-score >2 and <-2 were considered significantly activated and repressed pathways, respectively. Gene set enrichment analysis (GSEA, version 4.0.3) was performed with the oncogenic gene sets (H) from Molecular Signature Database (MSigDB, v7.1). Gene set with NOM *p*-value < 0.05 was considered as significantly enriched.

### Bioinformatics analysis

The transcriptome data as fragments per kilobase of transcript per million mapped reads upper quartile (FMPK-UQ) and clinical information of hepatocarcinoma patients in TCGA-LIHC was downloaded from the GDC data portal (https://portal.gdc.cancer.gov/). The hepatocarcinoma samples of 377 patients were downloaded. The patients were grouped as low and high GADD45B by FMPK score of GADD45B as lower than 40 (n=121) and greater than 85 (n=133), respectively. Subsequently, the patients in high GADD45B were grouped as low and high FNDC5 by FMPK score of FNDC5 as lower than 4 (n=55) and greater than 10 (n=57), respectively. The hepatocarcinoma patients were grouped as low and high FNDC5 by FMPK score of FNDC5 as lower than 1 (n=133) and greater than 6 (n=137), respectively. Kaplan-Meier survival curve with log-rank test was performed to compare differences in survival distributions by using Python lifelines (https://lifelines.readthedocs.io/en/latest/, version 0.27.1).

### Statistical analysis

Statistical analyses were performed using Graphpad Prism (version 8.3.0, Graphpad Software, La Jolla, CA). A Grubbs test was performed for the statistical outlier evaluation for the assessment of liver weight/body weight.

## Results

### Low GADD45B expression is associated with poorer overall survival in hepatocarcinoma patients in public database

In previous studies using the DEN/PB mouse HCC experimental system, our group found Gadd45β is induced in mouse liver through CAR activation by PB. Since Gadd45β has been considered to play an anti-tumor role in some cancers (18), our logical hypothesis was that this molecule is playing a key role in HCC tumorigenesis. Here we compared HCC patient survival rates between groups with low and high GADD45B expression. For this analysis, human HCC patients from the public domain (TCGA-LIHC) were grouped based on liver cancer stages. The data shows that GADD45B expression levels decreased according to liver cancer stage progression (**Figure 1A**). Strikingly, the Kaplan-Meier survival curve with log-rank test showed that the group with lower GADD45B expression has a poorer prognosis than the group with higher GADD45B expression, suggesting that GADD45B has antitumor functions in human HCC.

**Figure 1:**
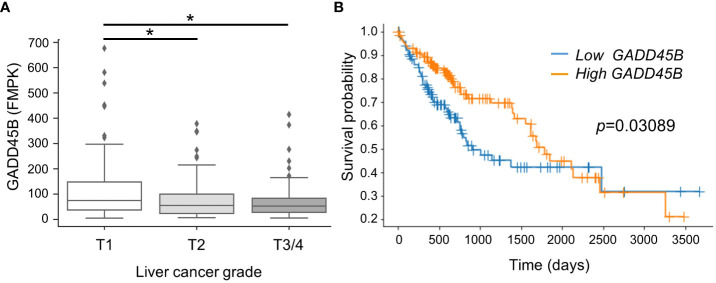
Lower expression of Gadd45β associated with poorer prognosis in human hepatocarcinoma. **(A)** Gadd45β expression levels in HCC patients. The box plot presented the median, first quartile, third quartile, and the vertical bars represent the 1.5*interquartile range (IQR). *P < 0.05 by one-way ANOVA followed by Sidak’s multiple comparisons. **(B)** Kaplan-Meier survival curves of patients with the high- (orange) or low- (blue) Gadd45β expression are displayed. Differences between survival curves were statistically analyzed by using the log-rank test.

### Gadd45β is essential for PB promotion of HCC

To evaluate the effect of Gadd45β null mutation for PB-promoted liver tumors in mice, approximately 40 C57BL/6 WT (Gadd45β WT) and 40 Gadd45β null mutant mice (Gadd45β KO) were injected with DEN, and half of the mice in each group were treated with PB in drinking water. As shown in **Figure 2A**, fifty weeks after administration of PB, necropsies were performed, livers were removed, and mRNA expression levels were analyzed (N=6). Real-time PCR confirmed that Gadd45β was not expressed in Gadd45β KO mice (**Figure 2B**). Consistent with our previous results, PB treatment significantly increased the expression of Gadd45β. The numbers of basophilic foci, eosinophilic foci, adenoma, and carcinoma were analyzed in all livers excised from each group. The numbers of foci and tumors in each group are shown in **Table 1**. Five cases of adenoma were observed in Gadd45β WT and only one in Gadd45β KO in the groups with PB treatment (**Table 1**). In addition, carcinoma was observed in only one case in Gadd45β WT, which was not observed in Gadd45β KO (**Table 1**, **Figure 2C**). These results strongly suggested that Gadd45β plays a promoting role in PB-mediated tumorigenesis.

**Figure 2:**
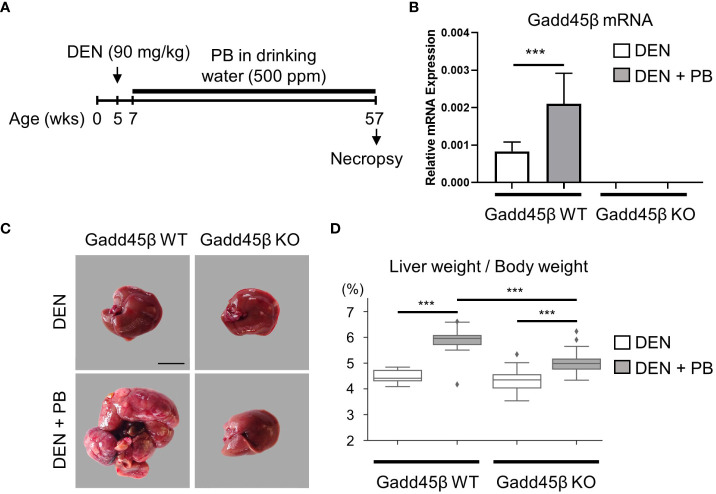
Gadd45β-null mutation compromised HCC promotion by PB. **(A)** Schematic representation of animal treatment. Numbers indicate age of the animals. DEN, diethylnitrosamine; PB, phenobarbital. **(B)** Induction of Gadd45β mRNA by PB in mouse livers. Each value is shown as the mean ± S.D. (n=6). ***, *P* < 0.01 by Student’s *t*-test. **(C)** Carcinoma was developed in DEN/PB-treated wild type mice but not in Gadd45β KO mice. Scale bar = 1 cm. Adenoma and carcinoma development in these mice were summarized in **Table 1** and other liver images of DEN/PB-treated wild type mice were shown in **Supplement Figure 1A**. Representative livers from mice at 50 weeks after PB promotion. The liver from a DEN/PB-treated Gadd45β KO mouse has multiple tumors. Scale bar = 1 cm. **(D)** The liver weight per body weight values in DEN or DEN/PB-treated Gadd45β WT or Gadd45β KO were evaluated. The box plot presents the median, first quartile, and third quartile (n = 16). The vertical bars represent the 1.5*interquartile range (IQR). ***, *P* < 0.001 by one-way ANOVA followed by Sidak’s multiple comparisons.

**Table 1:** Incidences of proliferative liver lesions after 50 weeks of PB treatment.

	Treatment	n	Hypertrophy	Basophilic focus	Eosinophilic focus	Adenoma	Carcinoma
*Gadd45β WT*	DEN	17	0/17	0/17	0/17	0/17	0/17
*Gadd45β WT*	DEN+PB	17	16/17(+++)††	0/17	3/17	5/17	1/17†
*Gadd45β KO*	DEN	18	12/18(+ or ++)	1/18	0/18	2/18	0/18
*Gadd45β KO*	DEN+PB	17	17/17(+++)	0/17	6/17	1/17	0/17

†This animal had carcinoma and an adenoma. Adenoma from this animal is included in the total number of hepatocellular adenomas.

††The animal that had the liver with carcinoma was not counted as a sample of hypertrophy.

Subsequently, liver weight was analyzed for the assessment of hepatocyte proliferation. The Grubbs test detected the values of liver weight per body weight of two mice, one with carcinoma and the other with adenoma, of PB/DEN treated Gadd45β WT group as outliers. Therefore, these two samples were excluded in the following analysis (data including those two are shown in **Supplemental Figure 1**). Although liver weight per body weight was increased by PB in both Gadd45β WT and Gadd45β KO mice, that of livers from PB-treated Gadd45β KO mice was significantly smaller compared to that of livers from Gadd45β WT mice (**Figure 2D**). These results support that Gadd45β promotes hepatocyte proliferation in the presence of PB. In contrast, without PB, Gadd45β WT mice developed no adenoma, whereas Gadd45β KO had two adenomas (**Table 1**). This result, which may indicate that Gadd45β functions as a tumor suppressor in the absence of PB, is consistent with previously known Gadd45β function in tumorigenesis.

Eosinophilic foci and adenoma development in rodents are characteristic of liver tumor promotion by PB (32). Eosinophilic foci typically consist of hepatocytes which are stained more eosinophilic and are often larger than surrounding hepatocytes (33.). This is consistent with our previous tumorigenesis study with Car KO mice, which were changed to a liver tumor-susceptible mouse strain by repeated backcrossing to C3H/HeNCrlBR mice. In the present study we also observed PB administration increased eosinophilic foci. However, even though Gadd45β KO mice exhibited lower incidences of adenoma and carcinoma than Gadd45β WT mice in the presence of PB, the same mice showed higher incidences of eosinophilic foci. This histological result indicates that hepatic conditions of eosinophilic foci may not be enough to promote tumorigenesis.

### Gadd45β null mutation causes significant changes in DEN + PB-induced liver gene expressions

Results obtained in **Figure 2** suggest that the Gadd45β null mutation provoked fundamental changes in mouse liver responses against DEN/PB treatment. Therefore, we analyzed PB-induced transcriptome responses of wild type and Gadd45β null mutant mice livers expecting to find the key gene expression changes derived from the null mutation resulted in altered tumor development. For this purpose, RNAs isolated from the livers in **Figure 2** were subjected to cDNA microarray analyses as described in the Methods section. We found differentially expressed genes by PB treatment in Gadd45β WT (134 genes) and Gadd45β KO (262 genes) and applied Ingenuity Pathway Analysis (IPA) for the results (**Figures 3A, B**). Canonical pathway analysis results shown in **Figure 3A** suggested Gadd45β gene null mutation provoked widespread effects on PB-induced gene expression in numerous pathways including those involved in endo- and exogenous metabolism. For example, genes in nicotine degradation, estrogen biosynthesis, and melatonin degradation were strongly affected by the null mutation. Furthermore, provocative differences were found by IPA Toxicity functional analysis (**Figure 3B**) in which clear differences were observed in cancer-related genes of multiple tissues including those of the liver. Subsequently, the Venn diagram visualized the unique differentially expressed genes in Gadd45β WT and KO mice (**Figure 3C**, **Supplementary Table 1**). Among those genes, we focused on two genes, *Fndc5* and *Tgfbr2*. Increased FNDC5 expression in human HCC was observed in a previous report (28) and this gene was known to be a CAR target gene (34). On the other hand, *Tgfbr2* was reported to have putative CAR response elements and to be CAR dependently induced in DEN/PB-treated mice (11). Our qPCR confirmed these two genes were induced by DEN/PB compared with DEN alone in WT mice and the inductions were much less prominent in Gadd45β KO mice (**Figures 3D, E**).

**Figure 3:**
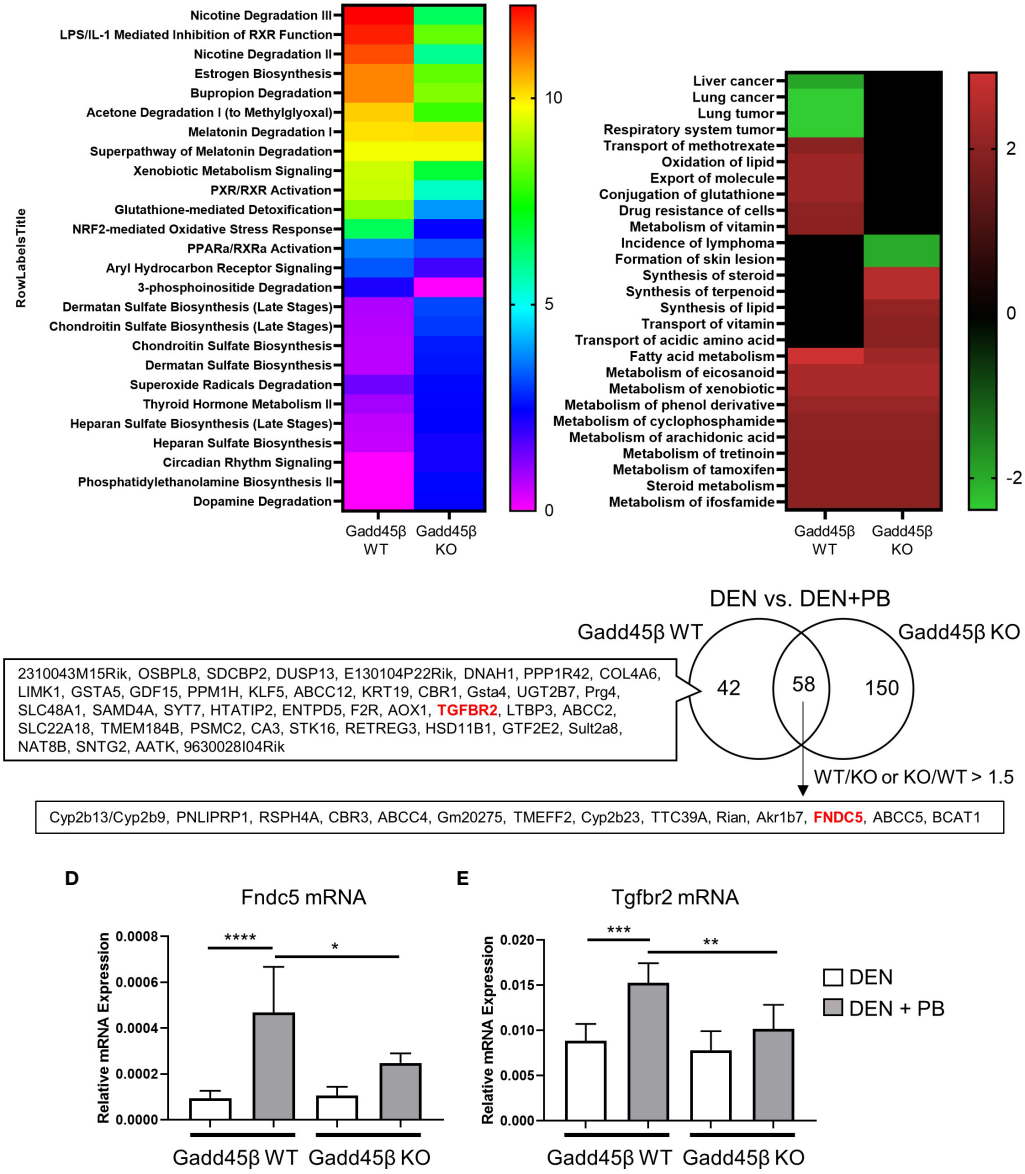
Gadd45β null mutation alters liver transcriptome in DEN + PB treated mice. **(A, B)** Differentially expressed genes of DEN/PB *vs* DEN treated Gadd45β WT or Gadd45β KO mice were analyzed by IPA for Canonical pathways (**A**, -log p value) or Toxicity function (**B**, Z score). **(C)** Venn diagram showing differentially expressed genes in DEN/PB treated *vs* DEN treated Gadd45β WT or Gadd45β KO mice. **(D, E)** Expression levels of Fndc5 mRNA **(D)** or Tgfbr2 mRNA **(E)** in DEN or DEN/PB treated Gadd45β WT or Gadd45β KO mice (n = 6). Data represent the means ± S.D. *P < 0.05, **P < 0.01, ***P < 0.001, or ****P < 0.0001 by one-way ANOVA followed by Sidak’s multiple comparisons.

### Direct activation of CAR by PB is involved for Fndc5 but not for Tgfbr2 gene inductions

Next, we assessed the effect of single-dose PB treatment on gene expression levels of *Fndc5* and *Tgfbr2* in CAR WT and KO mice (**Figure 4**). Fndc5 mRNA was induced by PB treatment in CAR WT mice whereas no change was observed in CAR KO mice, indicating *Fndc5* is a CAR target gene. In contrast, *Tgfbr2* was induced by PB treatment in neither CAR WT mice nor CAR KO mice, suggesting the expression change of *Tgfbr2* in DEN/PB-treated Gadd45β WT mice was caused by in-direct functions of CAR activated by long-term treatment with PB.

**Figure 4:**
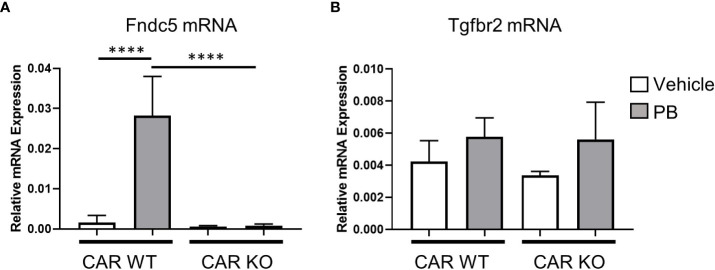
CAR is indispensable for Fndc5 gene induction by PB. Expression levels of Fndc5 mRNA **(A)** or Tgfbr2 mRNA **(B)** in vehicle or PB-treated Car WT or Car KO mice. Data represent means ± S.D. ****, *P* < 0.0001 by one-way ANOVA followed by Sidak’s multiple comparisons.

### Irisin treatment induces proliferation of mouse hepatocyte cell line cells

Irisin has been reported to induce cell proliferations for many cell types including HepG2 cells, one of human hepatocellular carcinoma derived cell lines. Here we analyzed the effects of irisin treatment on the proliferation of mouse hepatocyte AML12. The commercial Irisin we used here has 100% identical peptide sequences between humans and mice. Cell numbers of AML12 cells were increased by irisin treatment after 72 hr, indicating proliferation was promoted by irisin (**Figure 5A**). Irisin induced gene expression changes in AML12 cells were analyzed by cDNA microarray followed by GSEA with C6 gene sets and IPA with upstream analysis (**Figure 5B**, **Table 2**). In this GSEA analysis, we compared Fndc5/Irisin-regulated genes found in our microarray with previously found genes regulated by TGF-β. 

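AML12 is a hepatocyte cell line from mouse liver, and irisin is the peptide cleaved from Fndc5. RNA of 4 AML12 samples treated with 0.5 µg/ml irisin for 24 h and of 4 control samples was labeled with Cy3 and hybridized to 8 one-color Agilent mouse oligo arrays, with 1 sample on each array. The dose was lower and the treatment shorter than in the growth assay. The authors deposited the output of the Agilent Feature Extraction software for each array, in which the background had been subtracted and trends across the slide had been corrected. The deposited signal intensity is on a linear scale and is not normalized between arrays. For the values given here, control spots and spots marked as outliers were left out, the spots of each of 39429 probes were averaged, and the log2 signal was taken relative to the 75th percentile of its array. The accessions of 28663 probes (72.7%) were matched to 21612 gene symbols in the RefSeq gene table of GRCm38.p6. Between 59.5% and 63.7% of the probes were well above background on the control arrays and between 61.8% and 64.1% on the irisin arrays. The 75th percentile of the signal was 473 ± 69.4 (SD, n = 4) on the control arrays and 784 ± 71.4 (SD, n = 4) on the irisin arrays. The log2 of this percentile differed by 0.74 between the groups (exact two-sided permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). The median signal of 153 negative control spots, which match no mouse transcript, was 18.2 ± 0.957 (SD, n = 4) on the control arrays and 19.5 ± 0.577 (SD, n = 4) on the irisin arrays. The control arrays lay on 1 slide with 1 scan and the irisin arrays on another slide with another scan, so that slide, scan and treatment cannot be told apart. The number of arrays limits the precision of each value. A probe was tested with limma when it was well above background on all 4 arrays of at least 1 group. The thresholds of the paper were applied, a change of at least 1.5-fold and a p-value under 0.05 after Benjamini-Hochberg correction.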

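Among 24091 tested probes, 172 were up-regulated and 2814 were down-regulated by irisin treatment at both thresholds in limma. Leaving out irisin replicate 2 raised the up-regulated probes to 353 and leaving out irisin replicate 3 lowered them to 103. The called probes named 133 up-regulated and 1674 down-regulated genes of 14310 tested. The processing changed these numbers. As a ratio the total moved most with normexp background correction, where 39 probes were up-regulated and 85 were down-regulated. In number of probes it moved most with no scaling between arrays, where 14917 were up-regulated and 162 were down-regulated. The up-regulated share of the called probes was 5.76% with scaling to the 75th percentile, 39.6% with quantile normalization (670 up-regulated and 1021 down-regulated) and 43.0% with cyclic loess (699 and 926). It was 95.3% with scaling to the spike-in controls (7510 and 372) and 98.9% with no scaling, where the median change of all tested probes was 0.49 and 0.66 on the log2 scale. Of the probes called with the 75th percentile, 164 up-regulated and 895 down-regulated probes were also called in the same direction with both quantile normalization and cyclic loess. The down-regulated probes were mostly dim, with 84.8% of them in the 3 dimmest deciles of the tested probes.

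**Figure D1:**
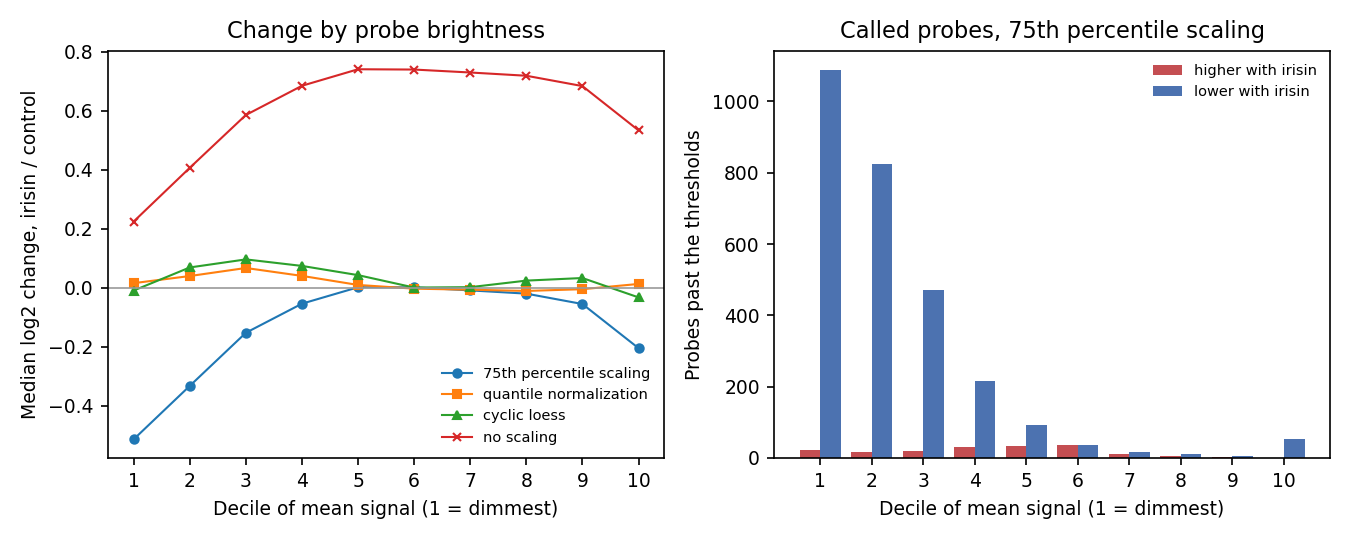
Median log2 change of irisin over control in each decile of mean signal (1 = dimmest, 10 = brightest) for 4 ways of scaling the arrays (left), and the number of probes past both thresholds in each decile with scaling to the 75th percentile (right). With this scaling the median change was -0.51 in the dimmest decile and 0.0021 in decile 6, and 1088 of the down-regulated probes lay in the dimmest decile.

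The genes named next had to be well above background on all 8 arrays, with no overlap between the groups. For each of them this choice fixes the exact permutation p at 0.0286, so that test adds no evidence here. The 10 largest increases included Lcn2, which rose from 0.80 ± 0.307 to 2.15 ± 0.156 (log2 signal relative to the 75th percentile, SD, n = 4 in each group). Its log2 change was 1.35 (standard error 0.15, adjusted p = 0.000169 from limma), between 1.26 and 1.46 with each array left out in turn. Saa3 rose by 1.33 (standard error 0.16, adjusted p = 0.000226 from limma) and Cxcl5 by 1.06 (standard error 0.12, adjusted p = 0.000176 from limma). Dcc rose by 1.84 (standard error 0.20, adjusted p = 0.000147 from limma), and its other probes were not well above background. These 4 genes were called with every other scaling, filter and fit run for single genes and with each array left out. The other increases were Ermn (1.77), Rhox8 (0.96), Tmem38b (0.96), Hdac2 (0.94), Dcaf5 (0.93) and Nek1 (0.92). Of these 6, none was called with normexp background correction. A second probe of Nek1 rose by 0.93, while the second probe changed by -0.25 for Ermn and by -0.48 for Rhox8. The 10 largest decreases were Lrrc2 (-1.99), Fxyd1 (-1.78), H2-Ob (-1.75), Slc10a7 (-1.70), Trhr2 (-1.62), Gm31160 (-1.58), Krtap4-1 (-1.53), Crygc (-1.53), Gucy1b2 (-1.52) and Boc (-1.50), all on the log2 scale. None of these 10 decreases passed the thresholds with normexp background correction either, where they lay between -0.69 and -0.092. That setting adds an offset of 50, which shrinks the changes of dim probes. The 10 decreases and the 6 increases from Ermn to Nek1 were called with quantile normalization, cyclic loess, spike-in scaling and no scaling.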

The comparison revealed genes down-regulated by transiently expression of TGF-β, were enriched in up-regulated genes by irisin treatment (**Figure 5B**). Moreover, the IPA analysis found 10 upstream regulator candidates that are affected by irisin treatment. Among them, irisin has a potential function for suppression of the Tgfbr1 signaling pathway (**Table 2**), suggesting that these factors, Fndc5/Irisin, TGF-β and Tgfbr1, have functional interactions.

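The gene set of Figure 5B was not used here. A list of 30 genes repressed by TGF-β in epithelial cells was written from general knowledge, and 24 of them were tested. Their median log2 change was -0.074, against -0.064 for all tested genes, a difference of -0.0098. In limma's camera test, with a preset correlation of 0.01, the list did not stand apart (Benjamini-Hochberg adjusted p = 0.838 over 13 lists). The median and the mean change were negative, while camera placed the list slightly above the other genes. Among the 24 genes, 1 was called up-regulated and 1 down-regulated, and the counts were the same when adjusted over the list alone. An unadjusted p under 0.05 was found for 10 of the 24, of which 2 were higher and 8 lower. The up-regulated gene was Myc, with a log2 change of 0.63 (standard error 0.083, adjusted p = 0.000362 from limma). The down-regulated gene was Esrp1, with a log2 change of -0.85 (standard error 0.086, adjusted p = 0.000125 from limma), and its second probe was not well above background. Esrp1 was dim, and with normexp background correction it changed by -0.23 and was not called. It was also not called with spike-in scaling (-0.28) or with no scaling (-0.11), where the median of all tested probes was 0.49 and 0.66. Esrp1 stayed called with quantile normalization (-0.675) and with cyclic loess (-0.64). The difference between the list and all genes had the opposite sign with quantile normalization (0.070), with cyclic loess (0.043) and with no filter on dim probes (0.098). Leaving out that filter lowers the median of all genes. Over the alternatives the adjusted p lay between 0.114 and 0.958, and with single arrays left out the difference lay between -0.040 and 0.016.

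**Figure D2:**
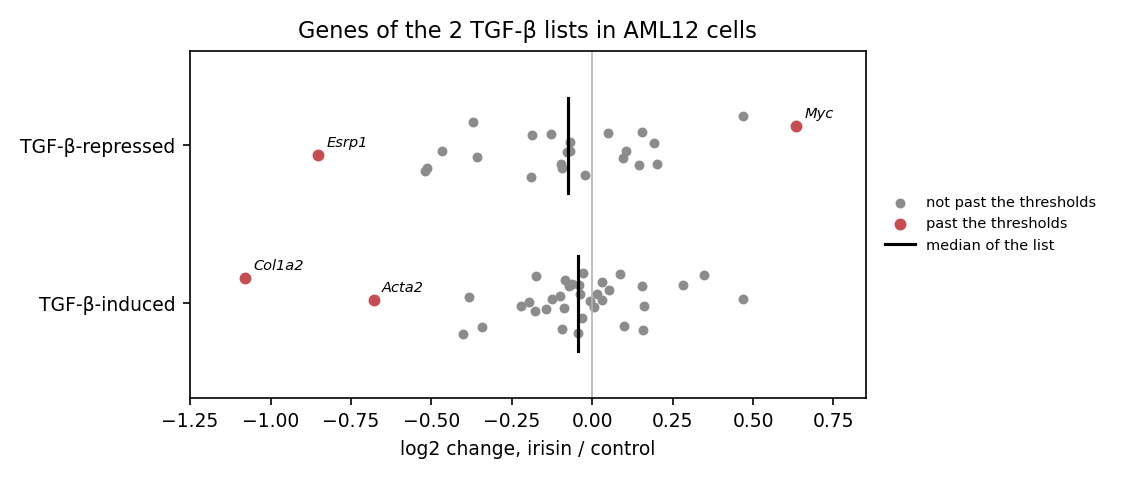
The log2 change of irisin over control for 36 TGF-β-induced and 24 TGF-β-repressed genes, each point being a gene at a random height within its list and the black line the median of the list. The genes past both thresholds are Myc, with an increase, and Esrp1, Col1a2 and Acta2, with decreases.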

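The arrays measure the mRNA of these regulators, and the IPA activity score, which is computed from other genes, was not recomputed. Myc mRNA rose from 2.48 ± 0.118 to 3.12 ± 0.0269 (log2 signal relative to the 75th percentile, SD, n = 4 in each group; exact permutation test, p = 0.0286). Its increase was called with every other scaling, filter and fit run for single genes, with a log2 change of at least 0.60 when single arrays were left out. Dmd mRNA fell from -5.58 ± 0.214 to -6.61 ± 0.165 (n = 4 in each group; exact permutation test, p = 0.0286), a log2 change of -1.03 (standard error 0.12, adjusted p = 0.000249 from limma). Dmd was among the dim probes, and it was not called with normexp background correction (-0.033), quantile normalization (-0.54), cyclic loess (-0.54), spike-in scaling (-0.46) or no scaling (-0.29). With spike-in scaling and with no scaling the median of all tested probes was above 0. Erf changed by -0.34 (standard error 0.10, adjusted p = 0.0348 from limma), which did not reach 1.5-fold. The changes of Rictor (0.20), Hira (-0.012), Phlpp1 (0.095) and Mlxipl (0.19) did not pass the thresholds, with adjusted p between 0.211 and 0.965 from limma. With single arrays left out, Rictor lay between 0.035 and 0.49 (adjusted p between 0.0399 and 0.951 from limma), under 1.5-fold throughout. Irisin replicate 2 had the lowest Rictor signal of the irisin arrays (-3.76). Rictor, Phlpp1 and Mlxipl were called up-regulated with spike-in scaling and with no scaling, and Hira with no scaling (0.73). The second probe of Mlxipl changed by -0.15. Dsg4 and Pla2g10 were not well above background on any array and were not tested. In lists of target genes, also written from general knowledge, 50 MYC targets had a median log2 change of -0.10 (adjusted p = 0.838 from camera), and limma called none of them, while 12 had an unadjusted p under 0.05, 1 higher and 11 lower. With normexp background correction the difference between the MYC targets and all genes was -0.11 (adjusted p = 0.00131 from camera), and over the alternatives the adjusted p lay between 0.00131 and 0.947. Lists of ribosomal protein, oxidative phosphorylation, proteasome and cholesterol synthesis genes also passed as lower with normexp, so this pass is not particular to MYC targets. The 30 tested targets of MLXIPL had a median log2 change of -0.012, above that of all genes (adjusted p = 0.141 from camera), and 1 of them was called down-regulated. With no filter on dim probes the MLXIPL targets lay above all genes by 0.18 (adjusted p = 0.00543 from camera), the lowest adjusted p of a range that reached 0.947. Leaving out the filter adds dim probes and lowers the median of all genes.

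**Figure D3:**
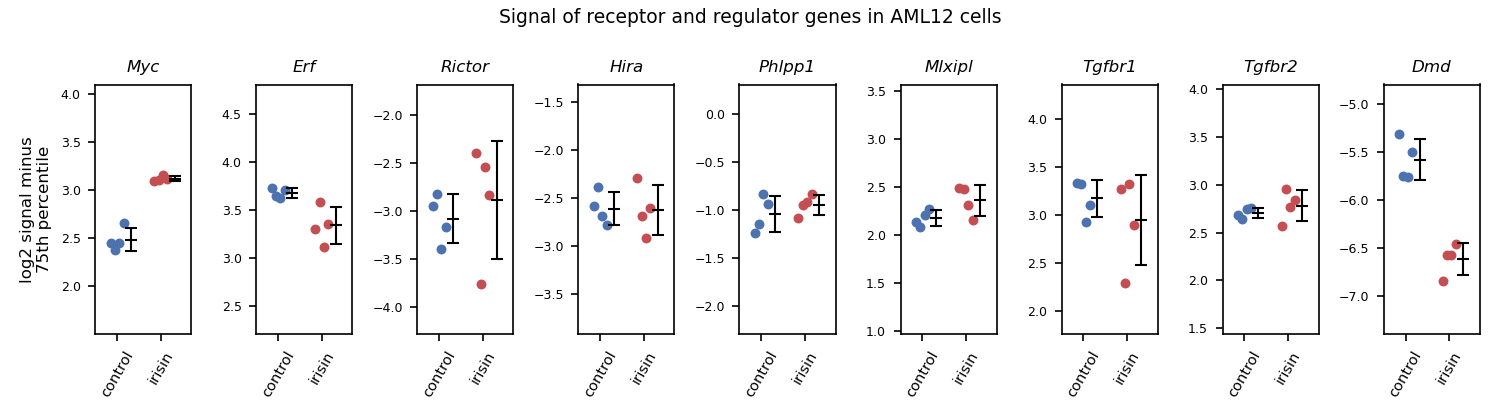
Log2 signal relative to the array's 75th percentile for 7 regulators of Table 2, Tgfbr1 and Tgfbr2, each point being 1 of 4 control or 4 irisin arrays, with the mean ± SD, and each panel spanning the same range of log2 units. The groups do not overlap for Myc, Erf and Dmd.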

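Tgfbr1 had a log2 signal relative to the 75th percentile of 3.17 ± 0.195 (SD, n = 4) in control cells and 2.95 ± 0.474 (SD, n = 4) in irisin-treated cells (exact permutation test, p = 0.4). The log2 change was -0.22 (standard error 0.21, adjusted p = 0.506 from limma), and a second, dimmer probe of Tgfbr1 changed by 0.42 (adjusted p = 0.253 from limma). Without irisin replicate 2, which had the lowest Tgfbr1 signal (2.29), the change was -0.0071. Tgfbr2 was at 2.70 ± 0.0543 and 2.78 ± 0.164 (SD, n = 4 in each group; exact permutation test, p = 0.4), a log2 change of 0.077 (adjusted p = 0.638 from limma), and its second probe changed by -0.035. Tgfbr2 was called up-regulated with spike-in scaling (0.65) and with no scaling (0.81), where the median of all tested probes was also above 0. The changes of Tgfb1 (-0.14), Tgfb2 (-0.15) and Tgfb3 (0.13) did not pass the thresholds either, with adjusted p between 0.431 and 0.62 from limma, and a second probe of Tgfb2 changed by 0.16. Tgfb3 was called up-regulated with spike-in scaling (0.70), and with no scaling Tgfb1 (0.60), Tgfb2 (0.585) and Tgfb3 (0.87) were. Of 40 TGF-β-induced genes in a list written from general knowledge, 36 were tested. Their median log2 change was -0.044, which is 0.021 above that of all genes, and the list did not stand apart (adjusted p = 0.731 from camera). The mean change was negative as well, while camera placed the list above the other genes. Limma called 2 of the 36 genes down-regulated and none up-regulated, the same counts when adjusted over the list alone, and 7 had an unadjusted p under 0.05, of which 1 was higher and 6 lower. The down-regulated genes were Col1a2, with a log2 change of -1.08 (standard error 0.21, adjusted p = 0.00294 from limma), and Acta2, with a log2 change of -0.68 (standard error 0.092, adjusted p = 0.000437 from limma). Both were dim. With normexp background correction they changed by -0.24 and -0.044 and were not called. Neither was called with spike-in scaling or with no scaling, where the median of all tested probes was above 0. Acta2 was also not called with quantile normalization (-0.28) or cyclic loess (-0.25), while Col1a2 was called with both (-0.81 and -0.77). With no filter on dim probes, which lowers the median of all genes, the TGF-β-induced list lay above all genes by 0.15 (adjusted p = 0.0271 from camera). The range over the alternatives reached 0.947. The difference was negative with normexp background correction (-0.0044) and without irisin replicate 3 (-0.0047). The Reactome set for signaling by the TGF-β receptor complex, with 65 tested genes, had a median log2 change of -0.032 (adjusted p = 0.282 from camera over 665 sets). The Reactome set for transcription regulated by SMAD2, SMAD3 and SMAD4, with 22 tested genes, had a median of 0.0089 (adjusted p = 0.392 from camera). The paper's GSEA in Figure 5B and its IPA result for TGFBR1 in Table 2 were computed on the irisin-regulated genes of these arrays. From both, the paper proposes that Fndc5/irisin, TGF-β and Tgfbr1 interact functionally.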

**Figure 5:**
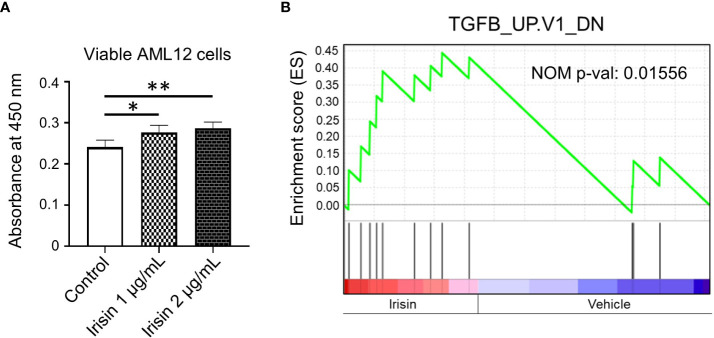
Irisin enhances growth of AML12 mouse liver cells. **(A)** AML12 cells were treated with 1 µg/mL or 2 µg/mL of irisin or vehicle for 72 hr, followed by cell viability determination. Data represent means ± S.D. (n=3). *P < 0.05 and **P < 0.01 by one-way ANOVA followed by Sidak’s multiple comparisons. **(B)** Enrichment plots of genes, downregulated by TGF-β overexpression, in differentially expressed genes by irisin treatment in AML12 cells were presented by GSEA. NOM p-val, nominal *p*-value. The *p*-value was calculated by GSEA.

**Table 2:** Up-stream analysis for FNDC5 responsive genes in AML12 cells.

Upstream Regulator	Predicted Activation State	Activation z-score	p-value of overlap
RICTOR	Activated	3.198	0.00348
HIRA	Activated	2	0.0112
PHLPP1	Activated	2	0.0275
TGFBR1	Inhibited	-2.111	0.0278
ERF	Inhibited	-2.2	0.00689
DMD	Inhibited	-2.39	0.0134
DSG4	Inhibited	-2.63	0.0014
MYC	Inhibited	-3.003	0.0000148
PLA2G10	Inhibited	-3.13	0.0125
MLXIPL	Inhibited	-3.272	0.00000917

### Irisin/Fndc5 has functional interaction with TGRBR2 for cell proliferation

Next, we assessed the effect of irisin treatment on human hepatocarcinoma HepG2 cell growth. Irisin has been reported to bind with Tgfbr2 resulting in interrupted TGF-β1 signaling pathway (35). We assessed the effect of the combination of transiently expressing irisin and TGFBR2 on the proliferation of HepG2 cells. FNDC5/Irisin and Tgfbr2 protein expressions were confirmed by western blotting analyses in **Figure 6A**. The expression of either irisin or TGFBR2 promoted cell proliferation and simultaneous expression of both factors yielded a greater promotion (**Figure 6B**). These results suggested that the two factors have a functional interaction for HepG2 cell proliferation. Next, we analyzed the relation of FNDC5 expression levels with HCC patients’ survival rates (**Figures 6C, D**). Whereas a higher FNDC5 expression group does not show a poorer prognosis (**Figure 6C**), higher FNDC5 expression in higher GADD45B expression groups tends to have a poorer prognosis (**Figure 6D**). Thus, FNDC5 has cooperative effects with GADD45B on prognosis of cancer patients.

**Figure 6:**
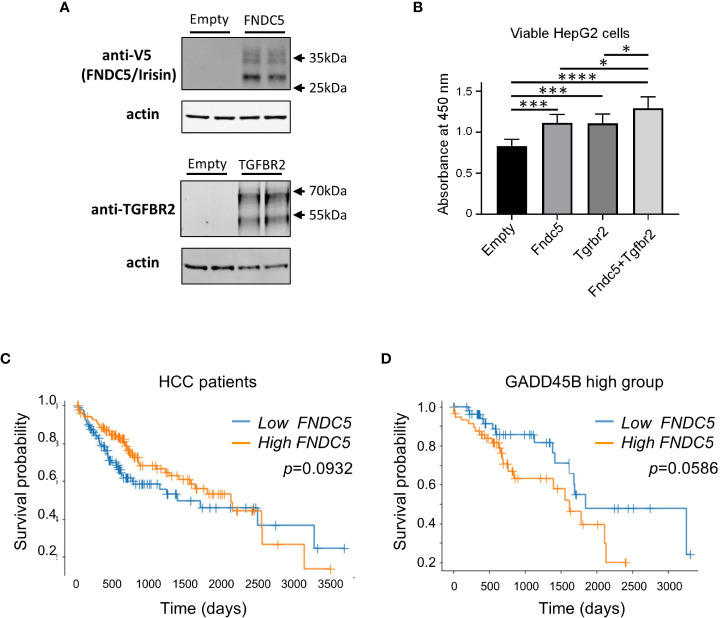
Ectopic expression of Fndc5 and Tgfbr2 enhances HepG2 cell growth. **(A)** FNDC5/Irisin and Tgfbr2 protein expression in HepG2 cells. HepG2 cells were transfected by each expression plasmid and the proteins were detected 72 hr after the transfection by western blotting analyses as described in Methods section. **(B)** HepG2 cells were transfected with mock, Tgfbr2, or Fndc5 expression plasmids and then cultured for 72 hr, followed by cell viability determination. Data represent means ± S.D. (n=3). *P < 0.05, ***P < 0.001, and ****P < 0.0001 by one-way ANOVA followed by Sidak’s multiple comparisons. **(C)** Kaplan-Meier survival curves of patients in the high- (orange) or low- (blue) *FNDC5* expression in the patients are displayed. Differences between survival curves were statistically analyzed by using the log-rank test. **(D)** Kaplan-Meier survival curves of patients in the high- (orange) or low- (blue) *FNDC5* expression in the patients with higher Gadd45β expression are displayed. Differences between survival curves were statistically analyzed by using the log-rank test.

## Discussion

Our primary target of this study is defining the molecular mechanism of HCC development in rodent livers in the widely adapted HCC animal model system using DEN as the initiator and PB as the promoter. Here we focused on the roles of Gadd45β in the molecular mechanisms since several lines of evidence suggest possible involvement of this molecule in HCC development. Beyond our expectations, the results in this paper showed that Gadd45β null mutation strongly attenuated HCC development in DEN/PB treated mice (**Figure 2**, **Table 1**). Moreover, in a database analysis we found human survival rates have a strong association with GADD45β expression levels (**Figure 1**), suggesting that Gadd45β is involved in not only HCC of rodents but also that of humans. Although we employed C57BL/6, not a carcinogen-susceptible strain such as C3H, and the number of adenomas and carcinomas observed was not large in this study, the results obtained will be valuable to understand tumorigenesis molecular mechanism in rodent HCC. Nonetheless, the validity of our findings needs to be evaluated in different mouse systems using susceptible strains like C3H. Our genomics analysis using microarray revealed that many genes are affected differently by DEN/PB treatment in wild type compared with Gadd45β null mice. We focused on *Fndc5* and *Tgfbr2* genes among several genes reported to be involved in cell proliferation and apoptosis (**Figure 3**) (27, 36, 37).

Irisin was originally identified as a myokine hormone cleaved from Fndc5 and secreted from muscle cells regulating the browning of white fat tissue (38). Although CAR activation was shown to induce Fndc5 mRNA expression in the liver (34), the molecular and physiological roles of Fndc5 in this organ have not been well understood (27, 37). Recent studies have shown that irisin promotes the proliferation of osteoblasts (39), endothelial cells (40), neural cells (41), and pancreatic β cells (42) but suppresses the proliferation of lung cancer cells (43). In this study, we demonstrated that the growth of mouse AML12 cells and human HepG2 cells are induced by irisin treatment. Irisin binds to the TGF receptor complex that is composed of the TGFBR2 dimer (35) and may disrupt the TGF signaling pathway and affect cell growth (44, 45) (**Figure 7**). Indeed, cDNA microarray analysis of AML12 cells suggested an intimate relation of irisin and TGFBR2. Gene expression changes induced by irisin in AML12 cells are negatively associated with genes under the regulation of TGFBR1 in IPA analysis (**Table 2**). TGFBR2 is playing a major role, forming a heterotetramer with TGFBR1 or forming homotetramer, in the TGF-β signaling pathway (36, 46). This means a substantial part of the genes under TGFBR1 regulation found in **Table 2** are also regulated as downstream genes of TGFBR2. Therefore, the results in **Table 2** are implying that irisin and TGFBR2 are functionally interacting in AML12 cells treated with irisin.

**Figure 7:**
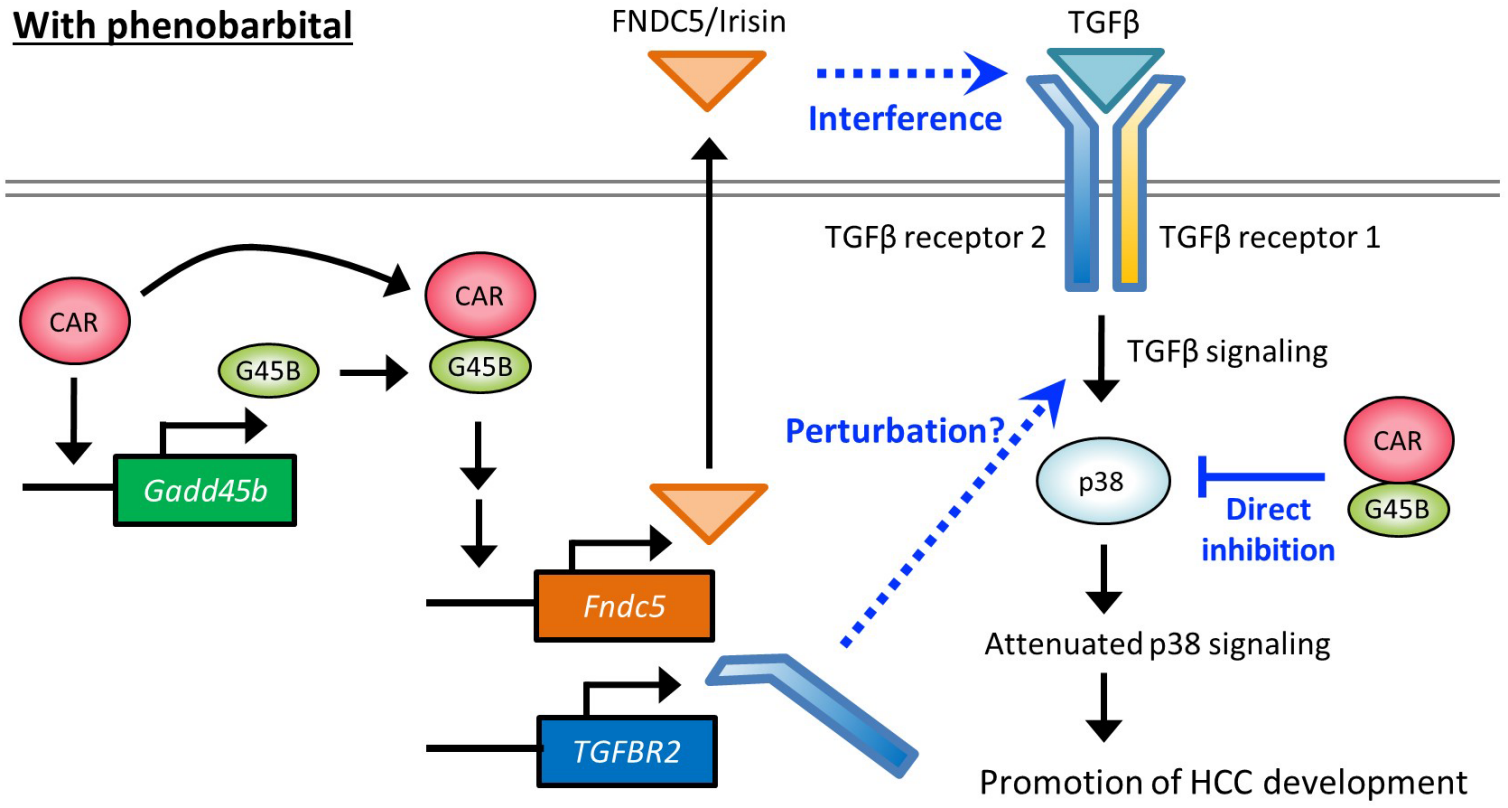
Hypothetical molecular pathways depicting HCC promotion by PB.

**Figure 7** proposes hypothetical molecular pathways involved in HCC promotion by PB. Our previous reports using mice treated with PB for long or short periods and cell-based assays have indicated that PB increased CAR-Gadd45β complex that suppresses anti-tumor p38 MAPK activity. The present study with Gadd45β KO mice demonstrated that Gadd45β is essential to the PB-mediated full development of hepatic adenoma and HCC as well as irisin/Fndc5 and Tgfbr2 up-regulation by PB. Irisin can interfere with the TGF-β signaling pathway through the direct interaction with the receptor complex and the induction of Tgfbr2 may perturb this pathway by changing the receptor complex stoichiometry. Overall, our data implies that repression of the p38 MAPK through interference with the TGF-β pathway by the two molecules contributes to HCC development promotion. However, evidence at this point is not enough to describe the details of the molecular functions of these proteins in this pathway, and further studies are necessary for deciphering molecular-level mechanisms that depict how these molecules are involved in PB promoted HCC development in rodents.

In rodents, various non-genotoxic substances, including PB, induce liver carcinogenesis through the mode of action involving CAR activation. However, this phenomenon has not been established in humans (47), and the molecular mechanism depicted in **Figure 7** may not have full legitimacy in humans. Nevertheless, even without the direct involvement of CAR, partially overlapped signaling pathways may be encompassed in human HCC development. In fact, there are reports of elevated expression of FNDC5/irisin in human hepatocellular carcinoma (HCC) (28) and our bioinformatic analysis also indicates that high expression of both GADD45β and FNDC5 negatively impacts the prognosis of cancer patients (**Figure 6D**). Thus, the elucidation of the detailed molecular mechanistic roles played by GADD45β and FNDC5 in liver cancer will contribute to finding new therapeutic targets. On the other hand, multiple studies suggest associations of human liver carcinogenesis with decreased expression of TGFBR2, which appears to contradict our findings in mice (48, 49) (**Figure 2C**, **Figure 3E**). Therefore, TGF-β pathways disruption in rodents arises from an imbalance of receptor subunits caused by augmented TGFBR2 expression may not happen in humans for HCC development in the same fashion. This difference may be related to the difference between humans and rodents regarding PB-induced HCC mode of action.

Recently, the Yes-associated protein (YAP) signaling in the Hippo pathway is reported to be an accelerator of hepatocyte proliferation by CAR activation. The Hippo pathway regulates organ size in mammals (50), and functioning as a downstream effector, YAP is involved in the development of HCC (50–53). YAP has been shown to facilitate CAR-mediated hepatocyte proliferation (54–56). TCPOBOP-induced activation of CAR increased the accumulation of YAP in the nucleus and enhanced cell proliferation (57). The functional interaction between TGFBR2 and YAP has been reported in both humans and mice (58, 59), implying that the CAR-YAP pathway could affect TGFBR2 molecular roles proposed in **Figure 7** for the CAR-dependent proliferation of hepatocytes. In addition, recent findings suggest that CAR suppresses hepatocellular carcinoma through the erythropoietin signaling pathway in humans (60). Exploring the relationship between YAP pathway or erythropoietin pathway and the pathway depicted in **Figure 7** would be a crucial research objective in the future.

In conclusion, the results of this study demonstrate for the first time, to our knowledge, that Gadd45β is a factor in promoting PB-mediated tumorigenesis in mice. In addition, we identified irisin as a possible curial player for HCC development in mice and humans. These findings shed more light on the biological process underlying HCC development.

## Data availability statement

GEO accession numbers for microarray study results in this report are GSE232188 and GSE231793. The data will be released to the public on May 10, 2024.

## Ethics statement

The animal study was approved by Animal Care and Use Committee, NIEHS, NIH. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

TH, MN, KY, and TS contributed to conception and design of the study. TH and RM collected animal study data. KY and TS performed genomic data analyses. TH and KY performed the statistical analysis. TH, KY, MN, and TS wrote the first draft of the manuscript. All authors contributed to manuscript revision, read, and approved the submitted version.

# Supplementary material for: CAR requires Gadd45β to promote phenobarbital-induced mouse liver tumors in early stage
**Source:** Front Oncol. 2023 Sep 7;13:1217847. doi: 10.3389/fonc.2023.1217847
**Supplement:** Supplementary Table 1 — Differentially expressed genes in DEN/PB treated vs DEN treated Gadd45β WT or Gadd45β KO mice. (A) Differentially expressed genes by PB/DEN treatment compared with DEN treatment in Gadd45β WT mice. (B) Genes grouped in the common group in Figure 3C , differentially expressed at least 1.5-fold between Gaddd45β WT and Gadd45β KO mice.

# Supplemental Table 1

A

| Symbol        | Expr Fold Change(A1) | Expr p-value(A1) |
|---------------|----------------------|------------------|
| 2310043M15Rik | 8.741                | 0.0442           |
| OSBPL8        | 7.609                | 0.0399           |
| SDCBP2        | 6.82                 | 0.0157           |
| DUSP13        | 6.236                | 0.0198           |
| E130104P22Rik | 5.462                | 0.0285           |
| DNAH1         | 5.117                | 0.0309           |
| PPP1R42       | 4.77                 | 0.0318           |
| COL4A6        | 3.608                | 0.03             |
| LIMK1         | 3.234                | 0.041            |
| GSTA5         | 3.026                | 0.0347           |
| GDF15         | 2.771                | 0.0286           |
| PPM1H         | 2.675                | 0.0495           |
| KLF5          | 2.621                | 0.0273           |
| ABCC12        | 2.403                | 0.021            |
| KRT19         | 2.303                | 0.0145           |
| CBR1          | 2.16                 | 0.0103           |
| Gsta4         | 1.997                | 0.041            |
| UGT2B7        | 1.996                | 0.0325           |
| Prg4          | 1.944                | 0.0084           |
| SLC48A1       | 1.915                | 0.0156           |
| SAMD4A        | 1.905                | 0.0033           |
| SYT7          | 1.835                | 0.0495           |
| HTATIP2       | 1.793                | 0.0239           |
| ENTPD5        | 1.763                | 0.0367           |
| F2R           | 1.702                | 0.0285           |
| AOX1          | 1.653                | 0.0198           |
| TGFBR2        | 1.635                | 0.0203           |
| LTBP3         | 1.526                | 0.0166           |
| ABCC2         | 1.492                | 0.0183           |
| SLC22A18      | 1.487                | 0.0289           |
| TMEM184B      | 1.448                | 0.0245           |
| PSMC2         | 1.241                | 0.0392           |
| CA3           | -1.242               | 0.0066           |
| STK16         | -1.351               | 0.039            |
| RETREG3       | -1.367               | 0.0286           |
| HSD11B1       | -1.408               | 0.0414           |
| GTF2E2        | -1.428               | 0.0452           |
| Sult2a8       | -1.466               | 0.0405           |
| NAT8B         | -1.529               | 0.0348           |
| SNTG2         | -1.907               | 0.03             |
| AATK          | -3.476               | 0.0298           |
| 9630028I04Rik | -14.204              | 0.0003           |

B

| Symbol         | Expr Fold Change(A1) | Expr p-value(A1) | Expr Fold Change(A2) | Expr p-value(A2) |
|----------------|----------------------|------------------|----------------------|------------------|
| Cyp2b13/Cyp2b9 | 84.541               | 0.0005           | 131.026              | 0.0006           |
| PNLIPRP1       | 37.002               | 0.0002           | 73.73                | 0.0000897        |
| RSPH4A         | 20.051               | 0.0044           | 7.481                | 0.0401           |
| CBR3           | 16.643               | 0.0012           | 7.508                | 0.0104           |
| ABCC4          | 13.776               | 0.005            | 8.03                 | 0.02             |
| Gm20275        | 13.337               | 0.004            | 5.434                | 0.0401           |
| TMEFF2         | 12.342               | 0.0318           | 40.705               | 0.0297           |
| Cyp2b23        | 9.562                | 0.001            | 5.814                | 0.0048           |
| TTC39A         | 7.837                | 0.0016           | 4.132                | 0.019            |
| Rian           | 7.285                | 0.0407           | 33.434               | 0.0009           |
| Akr1b7         | 6.946                | 0.0002           | 14.846               | 0.0000286        |
| FNDCC5         | 3.876                | 0.004            | 2.527                | 0.0359           |
| ABCC5          | 3.751                | 0.0045           | 1.551                | 0.0342           |
| BCAT1          | -12.494              | 0.0002           | -4.912               | 0.0049           |

How the deposited data were processed for this re-analysis (not part of the article)

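Gene expression was measured in AML12 mouse hepatocytes on 8 one-color arrays, 4 from control cells and 4 from cells treated with 0.5 µg/ml irisin for 24 h. The other experiments of the paper, among them the arrays of mouse livers, were not analysed here. The samples were grouped by their deposited labels, which also give the dose and the time.

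The authors labeled RNA with Cy3, hybridized it to Agilent arrays, scanned the slides and processed the scans with Feature Extraction 12.0.3.1, which subtracts the background, corrects spatial trends and models the error. The authors deposited these scanner values and a value table, both as signal intensity on a linear scale and not normalized between arrays. The value table was checked against the scanner values and equals the mean processed signal of each probe's spots on each array, with no deviation above 0.000500%. The paper's methods name no normalization between arrays.

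From the scanner values, 43020 spots per array that are not controls were used. Spots marked as non-uniform or as population outliers were left out, at most 0.463% of the spots of an array. The spots of one probe were averaged, 399 probes having 10 spots each, and no spot was saturated. The log2 of the processed signal was taken relative to the 75th percentile of the array. Probes were named by their accession through the RefSeq gene table of GRCm38.p6. The files give positions on mm9, another build, so no coordinates are printed.

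Differences between irisin and control were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on 24091 probes that were well above background on all 4 arrays of at least 1 group. A probe was called when the change was at least 1.5-fold and the p-value after Benjamini-Hochberg adjustment was under 0.05. Single genes were also tested with an exact two-sided permutation test over 70 assignments of the arrays, whose smallest p is 0.0286. For gene lists and pathways, the probe with the highest mean signal stood for its gene, and camera was run with a correlation of 0.01. A total of 13 lists were tested, each with at least 5 tested members. They were TGF-β-induced, TGF-β-repressed, MYC target, MLXIPL target, proliferation, NF-κB inflammatory, interferon-stimulated, YAP target, cholesterol synthesis, ribosomal protein, oxidative phosphorylation and proteasome genes, and the genes that part A of Supplementary Table 1 gives as raised by PB with DEN against DEN in Gadd45β WT mice (PB genes). Part B, which also gives genes raised in these mice, was not used for the PB genes. Apart from the PB genes and the lists set by symbol pattern (ribosomal protein, oxidative phosphorylation and proteasome), the lists were written from general knowledge and are not published sets. Mouse Reactome sets distributed with fgsea 1.28.0 were surveyed with 15 to 300 tested members. The gene sets of the paper's GSEA and IPA were not used here.

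The rule for the genes named in the text, the gene lists and the alternatives were fixed before the data were examined, apart from the alternatives said below to be chosen later. The named genes are the genes the paper ties to these arrays, the 10 largest increases and 10 largest decreases among called probes that were well above background on all 8 arrays with no overlap between the groups, and called members of the TGF-β lists. Any other gene in the text was chosen after its values were seen.

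The counts, the lists and the named genes were recomputed with normexp background correction (offset 50), quantile normalization, scaling to the median of detected probes, the deposited value table, no filter and a stricter filter on dim probes, marked spots kept, an intensity trend with robust eBayes, the replicate number as a block, and each array left out in turn. For the counts, the methods' test, the adjusted p alone and a 2-fold threshold were added. For the lists, fry, an estimated correlation and the mean over the probes of a gene were added. The Reactome survey was recomputed only with fry, normexp, quantile normalization and cyclic loess. Normexp was planned on the mean spot signal. The median spot signal was used in its place, since it is the column of raw signal the files hold. Cyclic loess, scaling to 8 spike-in probes and no scaling were chosen after seeing the data.

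The fit was tested on simulated arrays with the means and spreads of the irisin against control comparison. Of 200 changed among 24090 simulated probes, 91.5% were recovered, and 2 unchanged probes were called. A list of 30 probes raised in the simulation was found, and 4 of 200 unchanged lists had an unadjusted p under 0.05. The simulated probes varied independently, with no slide effect and no trend with signal. The simulation therefore cannot show whether the preset correlation of camera holds for these arrays. Its list was raised by more than any difference found for the TGF-β, MYC and MLXIPL lists. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 were used for reading the files and for the plots.

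The signal over background sets what the arrays can resolve. After background subtraction the median signal of a probe was 17.4 on the control arrays and 22.9 on the irisin arrays, and that of negative control spots was 0.992 and 1.00. Before background subtraction the negative control spots were at 18.2 and 19.5, so the background of a median probe was about as large as its signal. With 4 arrays in each group, and each group on its own slide, the arrays cannot separate the treatment from the slide.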

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

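The tests chosen only after the results were seen were cyclic loess, the comparison with genes nearest in signal, the splits of the arrays and the check of the slide for the NF-κB list.

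The NF-κB inflammatory genes, which the paper does not discuss, rose with irisin. The median log2 change of the 25 tested genes was 0.072, which is 0.14 above that of all genes (camera, adjusted p = 0.000165), and limma called 4 of them up-regulated, the same count when adjusted over the list alone. They were Lcn2 (1.35), Saa3 (1.33), Cxcl5 (1.06) and Cxcl2 (0.79), the last chosen after its value was seen. The other members lay on both sides of 0, and 15 of the 25 were above it. Members that encode parts of the pathway, Nfkbia (-0.19), Nfkb1 (-0.25) and Relb (0.024), also chosen after their values were seen, were not called. A trend shared by all equally bright probes was argued against, since after cyclic loess the list was still past the threshold (adjusted p = 0.000297) while the genes nearest in signal were at 0.016, and against the 20 genes nearest in signal the median difference of its members was 0.17. Over all alternatives run the list lay above all genes, with adjusted p between 1.1e-05 and 0.733. The list also stood apart under fry (adjusted p = 0.0458) but not with an estimated correlation (adjusted p = 0.733). Chance cannot be excluded for the list as a whole, because 2 of the 35 splits of the 8 arrays gave a median as far from all genes, the real one included. A difference between the slides cannot be told apart from irisin, since at most 1 group lay on a slide. A response of AML12 cells to irisin therefore stays open beside a slide effect.

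In 110 groups of 4 arrays that were checked, 5 had an array far from the other 3, and chance alone gives about 1 in 20. Control replicate 2 had a Mapk14 signal of 2.55, against 3.41 to 3.50 on the other control arrays (log2 relative to the 75th percentile), and without it the change of Mapk14 went from 0.12 to -0.10. Control replicate 4 had a Dcc signal of -1.38, against -2.23 to -2.17, and a median of the cholesterol synthesis genes of 1.39, against 1.69 to 1.75. Irisin replicate 1 had a Crygc signal of -7.22, against -6.54 to -6.43, and 135 spots marked as outliers, against 95 to 99 on the other irisin arrays. Control replicate 4 and irisin replicate 1 each account for 2 of the 5, and control replicate 2 for 1. Without control replicate 4 the change of Dcc was 2.05. No technical or biological explanation was tested for these arrays.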

How the results depend on the processing

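Cyclic loess, spike-in scaling and no scaling were chosen only after the data were seen. Where no cause is given, the cause was not tested.

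The number of called probes depended on the processing. From 2986 (172 up-regulated and 2814 down-regulated), it went to 124 with normexp background correction (39 and 85), 1691 with quantile normalization (670 and 1021), 1625 with cyclic loess (699 and 926), 7882 with spike-in scaling (7510 and 372) and 15079 with no scaling (14917 and 162). The adjusted p alone gave 5907 (712 and 5195), and a 2-fold threshold gave 800 (23 and 777). With no filter on dim probes 12934 were called (184 and 12750), as 39429 probes were then tested and the added ones are dim. The methods' t-test gave 2703 (108 and 2595), and at an unadjusted p under 0.05 without the fold threshold 7969. Within 1.5 times of the first count stayed the median of detected probes (3077), the value table and the marked spots kept (2972 each), the stricter filter (2560) and the intensity trend (2987). With single arrays left out, the total lay between 2789 and 3437, the up-regulated probes between 103 (without irisin replicate 3) and 353 (without irisin replicate 2), and the down-regulated probes between 2662 and 3087.

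No shared effect of the replicate number was visible, as the deviations of same-numbered arrays correlated by 0.11, -0.35, -0.13 and 0.17. The paper does not state whether same-numbered samples were matched, so a pairing stays open. With the replicate number as a block, 3003 probes were called (173 and 2830), and no call of a named gene or list changed. A slide block was not run, since each group lies on a slide of its own.

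For the lists, values are the list's median minus that of all genes, on the log2 scale. With normexp the TGF-β-induced genes (-0.0044), the proliferation genes (-0.057), the PB genes of part A of Supplementary Table 1 (0.021) and the Reactome TGF-β receptor set (-0.0049) changed sign, and the MYC targets (-0.11), proteasome (-0.088) and cholesterol synthesis genes (-0.14) passed the threshold. With quantile normalization the TGF-β-repressed (0.070), proteasome (0.026) and PB genes (0.047) changed sign, the ribosomal protein (-0.025) and oxidative phosphorylation genes (-0.012) no longer passed, and the interferon-stimulated genes (0.13) did. With cyclic loess the TGF-β-repressed (0.043) and PB genes (0.028) changed sign, and the interferon-stimulated genes (0.13) passed. With no filter on dim probes, which lowers the median of all genes, the TGF-β-induced (0.15), MLXIPL target (0.18), proliferation (0.14), YAP target (0.22) and interferon-stimulated genes (0.24) passed, the oxidative phosphorylation genes (-0.022) no longer did, and the TGF-β-repressed (0.098), MYC target (0.091), cholesterol synthesis (0.063), proteasome (0.097) and PB genes (0.13) changed sign. The stricter filter turned the PB genes to 0.013. Averaging the probes of a gene let the YAP targets (0.089) pass. The oxidative phosphorylation genes (-0.14) no longer passed with spike-in scaling, no scaling, fry or an estimated correlation. With an estimated correlation the NF-κB inflammatory (0.14) and ribosomal protein genes (-0.34) did not pass either, and both did under fry.

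With single arrays left out the difference lay between -0.0047 (without irisin replicate 3) and 0.039 for the TGF-β-induced genes, -0.040 and 0.016 for the TGF-β-repressed genes (positive without control replicate 3, irisin replicate 1 or irisin replicate 4), -0.032 (without control replicate 4) and 0.041 for the proliferation genes, 0.060 and 0.15 for the interferon-stimulated genes (passing without control replicate 4 or irisin replicate 3), 0.078 and 0.14 for the YAP targets (passing without control replicate 1, irisin replicate 3 or irisin replicate 4), -0.047 and 0.0013 (without irisin replicate 1) for the proteasome genes and 0.00064 and 0.038 for the PB genes. The other 6 lists kept their sign and their side of the threshold. Among them, the MYC targets lay between -0.051 and -0.017 (without irisin replicate 3). The MLXIPL targets lay between 0.037 and 0.093 (without irisin replicate 1).

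The Reactome survey gave 7 higher and 25 lower sets of 665, with 1 and 129 under fry, 1 and 99 with normexp (of 666), 0 and 1 with quantile normalization and 0 and 19 with cyclic loess, all by camera where fry is not named.

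Of 37 tested named genes, 25 were called. Of these, 5 stayed called with normexp, 23 with quantile normalization and 23 with cyclic loess (both without Dmd and Acta2), and 25 with each of the other planned settings of the values, filter or fit. With spike-in scaling and with no scaling 21 stayed called (without Dmd, Col1a2, Acta2 and Esrp1). Another 6 gained a call with spike-in scaling and 10 with no scaling, all higher. Those of both were Tgfbr2 (0.65, adjusted p = 0.028, and 0.81, adjusted p = 0.00038), Tgfb3 (0.70 and 0.87), Mapk14 (0.69 and 0.86), Rictor (0.77 and 0.94), Phlpp1 (0.66 and 0.83) and Mlxipl (0.76 and 0.92), next to medians of all tested probes of 0.49 and 0.66. With no scaling Tgfb1, Tgfb2, Gadd45b and Hira were added. With the spike-in scaling the sign changed for Erf (0.23), Tgfbr1 (0.35), Tgfb2 (0.42), Tgfb1 (0.43), Gadd45b (0.51) and Hira (0.56). With no scaling it changed for Erf (0.40), Tgfbr1 (0.51), Tgfb2 (0.585), Tgfb1 (0.60), Gadd45b (0.68), Hira (0.73) and Acta2 (0.069). Hira, close to 0 throughout, was at 0.10 with normexp, 0.045 with quantile normalization and 0.083 with cyclic loess. Other probes of a gene went the other way for Tgfbr1 (0.42), Tgfbr2 (-0.035), Tgfb2 (0.16), Mapk14 (-0.14), Mlxipl (-0.15), Ermn (-0.25) and Rhox8 (-0.48). With single arrays left out, Tgfbr1 lay between -0.35 and -0.0071 (without irisin replicate 2), Mapk14 lay between -0.10 and 0.21, -0.10 being without control replicate 2, Hira between -0.12 and 0.085, and Nek1 was no longer called without control replicate 3 (0.76, adjusted p = 0.0616). Rictor lay between 0.035 and 0.49 in these fits and was not called in any.

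The signal over background limits the dim probes. The median control signal of the dimmest decile of tested probes was 7.16 after background subtraction, where negative control spots had a raw signal of 18.2, and that of decile 5 was 138.5.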

Differences from the paper's values

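The array design number in the files is 026655, where the paper's methods give 014868 in a paragraph on RNA from mouse livers, the only array design the paper's text names. No alternative setting bears on this number.

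The paper states that genes down-regulated by TGF-β were enriched in the genes up-regulated by irisin. In the list of TGF-β-repressed genes used here, which is not the paper's gene set, 1 of 24 tested genes was called up-regulated and 1 down-regulated, and the median differed from that of all genes by -0.0098. No setting brought the list past the threshold, the lowest adjusted p being 0.114 under fry, which tests the list against no change and not against the other genes. The median lay above that of all genes with quantile normalization (0.070) and with no filter on dim probes (0.098), both set before the data were examined, and with cyclic loess (0.043), which was chosen after seeing the values. Leaving out the filter lowers the median of all genes, so the 0.098 says little about the list itself.

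In Table 2 the paper lists TGFBR1, MYC and MLXIPL as inhibited. This is a prediction from downstream genes and was not recomputed, and the target lists used here are not those of IPA. The TGF-β-induced genes lay 0.021 above all genes, and past the threshold only with no filter on dim probes, where they were higher (0.15, adjusted p = 0.0271). The MLXIPL targets lay 0.053 above all genes, and past the threshold also only with no filter on dim probes, again higher (0.18, adjusted p = 0.00543). Leaving out the filter adds dim probes and lowers the median of all genes. The proliferation, YAP target and interferon-stimulated genes passed with it too. Neither pass therefore shows that these genes rose, or speaks against the paper's direction. The MYC targets lay below all genes (-0.039), and past the threshold with normexp background correction (-0.11, adjusted p = 0.00131), the direction the paper lists. The ribosomal protein, oxidative phosphorylation, proteasome and cholesterol synthesis genes also passed as lower with normexp, so this pass is not particular to MYC targets. The difference of the MYC targets was -0.0020 with quantile normalization and -0.021 with cyclic loess. Myc mRNA itself was higher with irisin (0.63).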

Other observations

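The tests chosen only after the results were seen were those on background, receptor probes, spike-in controls and compression, cyclic loess, spike-in scaling and no scaling, and the splits of the arrays for the Reactome survey and for every list but both TGF-β lists.

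More probes were called lower than higher with irisin, 2814 against 172. Chance is argued against for the total, since 1 of the 35 splits of the 8 arrays, the real one, gave as many calls. That is the smallest share the splits allow. Every other split mixes arrays of both slides in each group, which adds the difference between the slides to the spread within its groups. The slide cannot be told apart from irisin, as at most 1 group lay on a slide. The excess of lower calls may come from background that did not brighten with the array. The 75th percentile of the signal was 1.66 times as high on the irisin arrays, while the raw signal of negative control spots was 1.07 times as high, so that dividing each array by its percentile lowers probes near background. In the dimmest decile the median change was -0.51, and 0.23 without scaling.

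Probes of olfactory, vomeronasal and trace amine receptor genes were mostly called lower. Of 169 tested, 129 (76.3%) were called lower by limma and the others were not called, with a median change of -0.90. It was -0.47 with cyclic loess, -0.49 with quantile normalization, -0.33 with spike-in scaling and -0.061 with normexp background correction, whose offset of 50 shrinks the changes of dim probes. Without scaling between arrays their median change was -0.16, while the log2 of the 75th percentile rose by 0.74. The median over these probes differed by -0.19 between the groups of arrays without scaling, a difference not larger than the spread between arrays allows (exact permutation test, p = 0.2), and by -0.58 relative to the other probes of the 3 dimmest deciles (exact permutation test, p = 0.0286). Background that did not brighten would leave them near 0, and whether it accounts for their fall stays open, since the spread between arrays cannot separate -0.16 from 0. A trend shared by all equally dim probes does not account for them alone, since 62 of them were still called lower and 1 higher after cyclic loess. Of 7078 other probes in the 3 dimmest deciles, 31.9% were called lower. A fall of such transcripts in irisin-treated cells stays open and was not tested, and the slide cannot be told apart from irisin here either.

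The arrays of irisin-treated cells were brighter in relation to the spike-in controls. The mean log2 signal of 8 spike-in probes was 11.6 ± 0.183 (SD, n = 4) on the control arrays and 11.8 ± 0.33 (SD, n = 4) on the irisin arrays (exact permutation test, p = 0.429). The 75th percentile relative to them rose by 0.57 (exact permutation test, p = 0.0286). Whether this reflects the cells or the labeling was not tested.

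The ribosomal protein genes (82 tested, median -0.40, camera adjusted p = 1.96e-15) and the oxidative phosphorylation genes (90 tested, median -0.21, adjusted p = 0.00141) were lower than all genes with the 75th percentile. In each case 1 of the 35 splits, the real one, gave a median as far from all genes. By this count chance can be excluded for each list taken singly, but 1 of 35 is the smallest share the splits allow and is not adjusted for 13 lists. For the oxidative phosphorylation genes the difference from all genes was -0.14 in the real split and -0.13 in the next one, and neither fry (adjusted p = 0.0874) nor an estimated correlation (adjusted p = 0.947) brought the list past the threshold, so that chance stays open for them. The ribosomal protein genes were past it under fry (adjusted p = 0.0141) and not with an estimated correlation (adjusted p = 0.865). In both lists the slide cannot be told apart from irisin. A candidate explanation is compression of the brightest signals, as the brightest decile of probes fell by 0.20 at its median. For each gene the change was compared with that of the 20 genes nearest in signal. These had a median change of -0.37 for the ribosomal protein genes and -0.12 for the oxidative phosphorylation genes. Against the 20 genes nearest in signal, the median difference was -0.056 for the ribosomal protein genes, with 50 of 82 genes below, and -0.0489 for the oxidative phosphorylation genes, with 61 of 90 below. Neither list stood apart after quantile normalization (adjusted p = 0.572 for each), while both did after cyclic loess (adjusted p = 1.74e-09 and 0.0338). For the ribosomal protein genes this is in line with a change shared for the most part with equally bright genes, which cyclic loess did not level, since their median was still -0.11 after it. For the oxidative phosphorylation genes the equally bright genes were at 0.019 after cyclic loess, near the median of all genes of 0.023, and the list was still past the threshold, which argues against compression as the whole of their fall. A fall with irisin stays open for both lists.

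The remaining lists did not stand apart in camera. The median log2 change was -0.054 for 44 proliferation genes (adjusted p = 0.833), 0.059 for 25 interferon-stimulated genes (adjusted p = 0.0657), 0.031 for 23 YAP targets (adjusted p = 0.0593), -0.13 for 25 cholesterol synthesis genes (adjusted p = 0.838), -0.095 for 45 proteasome genes (adjusted p = 0.838) and -0.065 for 21 of the genes that part A of Supplementary Table 1 gives as raised by PB with DEN against DEN in Gadd45β WT mice (adjusted p = 0.673). Camera ranks genes by their test statistics, and it placed the proliferation, proteasome and PB genes above the other genes although their medians were negative. Of 35 splits of the arrays, 12 gave a median as far from all genes for the TGF-β-induced genes, 27 for the TGF-β-repressed genes, 8 for the MYC targets, 6 for the MLXIPL targets, 32 for the proliferation genes, 3 each for the interferon-stimulated genes and YAP targets, 4 for the cholesterol synthesis genes, 11 for the proteasome genes and 35 for the PB genes. Chance can be excluded for none of these.

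In the Reactome survey 32 sets passed the threshold, 25 of them lower. Chance cannot be excluded for this number, since 9 of the 35 splits gave as many sets. The set with the lowest p was the olfactory signaling pathway (median -0.90), followed by sets on translation, which hold the ribosomal protein genes. The ChREBP set had 8 tested genes, under the minimum of 15, with a median of 0.014 and no adjusted p.

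Other genes of the paper were not called with scaling to the 75th percentile. Gadd45b changed by -0.063 (adjusted p = 0.672 from limma) and Mapk14 by 0.12 (adjusted p = 0.715 from limma), and a second Mapk14 probe changed by -0.14. Mapk14 was called with spike-in scaling (0.69), and with no scaling Gadd45b (0.68) and Mapk14 (0.86) were. Fndc5 was not well above background on any array, and Nr1i3, which encodes CAR, was well above background on 1 control array and on no irisin array.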
